A study of Homo sapiens with 8 samples. Its data were reported in "STAT6 Transcription Factor Is a Facilitator of the Nuclear Receptor PPARγ-Regulated Gene Expression in Macrophages and Dendritic Cells" (2010).

How the data were processed

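Human monocytes from 2 donors were cultured and treated with interleukin-4 (IL-4), the cytokine that drives macrophages into the alternatively activated state. At the same time the cells received vehicle (DMSO:ethanol) or 1 µM rosiglitazone (RSG), a synthetic agonist of the nuclear receptor PPARγ, and RNA was taken after 6 h. Each of the resulting RNA samples was hybridised to 2 Affymetrix Human Genome U133 Plus 2.0 arrays, which gave 8 arrays. The series describes the second array of each sample as a technical replicate, so the donor was the replicate and there were 2 donors per group. The unit of the IL-4 dose differed between the sample labels and the study's methods, so no dose is given.

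The authors processed the arrays with GCOS and GCRMA according to their processing notes. The versions were not given in the sources used here. The study's methods describe GC-RMA in the GeneSpring package, scaling of each chip to its middle percentile, division of each gene by its median over the experiment, and division of each chip by its own vehicle control. The deposited values were a linear ratio with 2 decimals. A probe set's median over the 8 arrays was 1 or less in every case, as division by that median, or by a floor when the median was lower, would give. The value of this floor is unknown. The vehicle arrays did not sit at 1 in each donor, so the division by the vehicle control was not part of these values. Because each probe set was divided by its own median, the level of 1 probe set against another was lost and the file held no measure of how bright a probe set was. The direction is plain, since higher values stand for more RNA. The median ratio over all probe sets other than controls was 0.88, 0.92, 0.82 and 0.83 on the vehicle arrays and 0.90, 0.90, 0.81 and 0.89 on the RSG arrays. For arrays, the number of arrays and donors limits the precision.

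Of 54675 probe sets, 62 were controls. Among the others, 41091 named 1 gene, 1801 named several and 11721 were unnamed in the annotation used. Symbols were checked through the Entrez number against the RefSeq gene table of GRCh38.p14, where 41037 of the 41091 matched. No gene was named from a probe set with several genes. XIST, Y-linked genes and HLA genes were left out of every list and name, although their probe sets stayed in the counts of tested probe sets; the counts under the floor left them out.

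The tested set was the 28225 probe sets whose row median was at least 0.995, that is, those above the floor. Log2 ratios of the 2 arrays of each donor and treatment were averaged, and limma 3.58.1 in R 4.3.3 was fitted with donor as a block and treatment as the term of interest. The study's methods divide each chip by its own vehicle control but name an equal-variance t-test and describe the study's tests as unpaired, so the block was a choice made here. Samples with the same donor number came from the same donor, and the deviations of a donor from the group mean correlated between the vehicle and RSG samples (r = 0.74 across probe sets). A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 1.5-fold, the study's thresholds. Gene values were the mean log2 ratio of the tested probe sets naming that gene alone, over 12741 genes. Groups of genes were tested with camera (preset correlation of 0.01), camera with an estimated correlation, and fry, with Benjamini-Hochberg adjustment over 25 lists. Members of a list were also adjusted over the list alone, and a member passed only with both the adjusted p under 0.05 and a change of at least 1.5-fold.

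The test had been fixed for values that carry a level. Since the deposited ratio does not, 3 details differ from that plan: the filter at the floor replaced a filter on the mean value, the spread was fitted without a trend on the mean, and gene values were means over probe sets in place of the probe set with the highest mean. The planned versions were run as alternatives. An offset of the linear values before the log, planned for intensities, has no meaning for a ratio near 1 and was not run; a floor of 0.1 on the ratio was used in its place.

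The gene lists were fixed before the data were examined: PPAR targets, fatty acid oxidation, lipid droplet and storage, fatty acid synthesis, cholesterol synthesis and uptake, LXR and cholesterol efflux, alternative activation, proinflammatory, costimulation, interferon response, CD1 and lysosomal lipid handling, retinoid metabolism, NRF2 and redox, hypoxia and glycolysis, ER stress, cell cycle, nuclear receptors and cofactors, and markers of T and NK cells, B cells, platelets, neutrophils, erythroid cells, monocytes, macrophages and dendritic cells. The rule for named genes was fixed with them: with no probe set called in a direction, the 6 genes with the smallest unadjusted p in it and the same sign in both donors; a fixed set of 19 genes of PPARγ signalling and macrophage activation; and up to 4 members of each list with the largest change. Exceptions are marked as chosen after their values were seen. The count of probe sets changed at least 1.5-fold in both donors was also chosen after the values were seen.

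The fit was tested on simulated data, in which 200 of 28225 probe sets were changed by known amounts with a spread drawn from the fitted prior. The fitted changes had the right size: the median was 2.96 for a true log2 change of 3 and -1.99 for -2. None of the simulated changes was called (0% at each size). The rule of at least 1.5-fold in both donors recovered 98% of the changes of 3, 90% of those of 1 and 1.48% of the unchanged probe sets. With no true change, opposite moves are as likely as moves the same way. In the data only 21 of 28225 tested probe sets moved oppositely, so the simulated spread was wider than the measured one. These rates and the 0% called refer to that wider spread.

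Hybridisation batches were looked for between the repeat arrays. Bacterial spike-in probe sets, which are added to the hybridisation mix, were higher on the second array of each of the 4 RNA samples (log2 difference 1.29 ± 0.33, SD over the 4 samples). The difference between repeat arrays correlated across probe sets in all 6 pairs of RNA samples (r = 0.22 to 0.46). The sample labels give only a repeat number, so batches that follow this number are an inference from these shifts. Each repeat number covered both groups and both donors, so values were also computed within the first and within the second repeat. The alternatives further covered filters, between-array scaling, the block, models on the 8 single arrays, the t-test named in the methods, fold thresholds, and leaving out each array and each donor.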

Results

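Gene expression was profiled in primary human macrophages, grown from blood monocytes, after 6 h of IL-4 with vehicle or with RSG. The data were 8 arrays from 2 donors, with 4 arrays per group and 2 technical repeats of each RNA sample. Values are ratios to the probe set's own median, and 28225 of 54675 probe sets were above the floor of the deposited values and were tested. Errors are SDs over donors (n = 2). The question was which genes respond to PPARγ activation in alternatively activated macrophages.

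PHLDA1, a pleckstrin homology-like domain protein, was 7.95-fold higher with RSG (log2 change 2.99 ± 0.08, SD, n = 2). P2RY1, an ADP receptor, was 5.50-fold higher and THBD, the anticoagulant receptor thrombomodulin, 4.96-fold higher. ADORA2B, an adenosine receptor, was 4.36-fold higher, and the transcriptional repressor HEY1 was 3.04-fold higher. The nucleoporin gene NUP214 was 2.92-fold higher on the probe set with the smallest p, whereas another of its probe sets had a log2 change of 0.0076. On the other side, SLAMF1, a leukocyte surface receptor, was 2.88-fold higher with vehicle than with RSG. PLAT, tissue-type plasminogen activator, was 2.43-fold higher with vehicle, FRY 2.27-fold, BNIP3, a mitochondrial protein of the BCL2 family, 2.16-fold, PELI1, a ubiquitin ligase, 1.97-fold and the lamin gene LMNB1 1.96-fold. The tested probe sets of PHLDA1 ran from 2.73-fold to 11.1-fold. The other tested probe sets had log2 changes of 1.41 ± 0.68 for THBD, -0.63 ± 0.57 for BNIP3, -1.20 ± 0.73 and -0.99 ± 0.25 for SLAMF1, -0.86 ± 0.07 and -0.56 ± 0.0042 for PELI1, and -0.23 to -0.0075 for FRY. These are the genes with the smallest unadjusted p in each direction, each given by its probe set with the smallest p, and none of them passed the test (limma, adjusted p = 0.389 for each).

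No probe set passed the thresholds in either direction. The limma fit called 0 up and 0 down, with 3198 probe sets at an unadjusted p under 0.05, of which 696 were at least 1.5-fold higher and 200 at least 1.5-fold lower. Without the donor block these were 199 and 84. Leaving out 1 of the RSG arrays gave 547 and 325, and leaving out another gave 967 and 146. The methods' t-test on donor means also called 0 and 0 after adjustment, with 67 up and 37 down at an unadjusted p under 0.05. On genes, 0 of 12741 passed, with 1656 at an unadjusted p under 0.05. When the single arrays were the unit and the RNA sample a random block, limma called 709 up and 192 down, and 605 of these 901 were at least 1.5-fold changed the same way in both donors. That fit counts repeat arrays of a donor as replicates, and its estimated correlation between arrays of an RNA sample was -0.29, so its p-values leave out much of the spread between donors.

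The responses of the donors correlated. Across tested probe sets the log2 change in one donor correlated with that in the other (Pearson's r = 0.52, Spearman's rho = 0.32; probe sets are not independent replicates). A change of at least 1.5-fold was seen in both donors for 517 probe sets that were higher and 132 that were lower with RSG, against 57.8 and 11.0 for independent lists of these sizes. Opposite changes were found for 21 probe sets, against 55.6 for independent lists, and leaving out each array gave 18 to 49. At 2-fold the counts were 178 higher, 28 lower and 1 opposite. The first repeat arrays alone gave 478 higher, 195 lower and 95 opposite with r = 0.38, and the second alone 625 higher, 134 lower and 41 opposite with r = 0.46. Repeat arrays of an RNA sample differed with an SD of 0.19 per array on the log2 scale, and 95.2% of repeat pairs were within 1.5-fold. The SD of the donor difference in the log2 change was 0.34, against 0.22 expected from the repeats once the shift shared by the repeat arrays was removed.

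**Figure D1:**
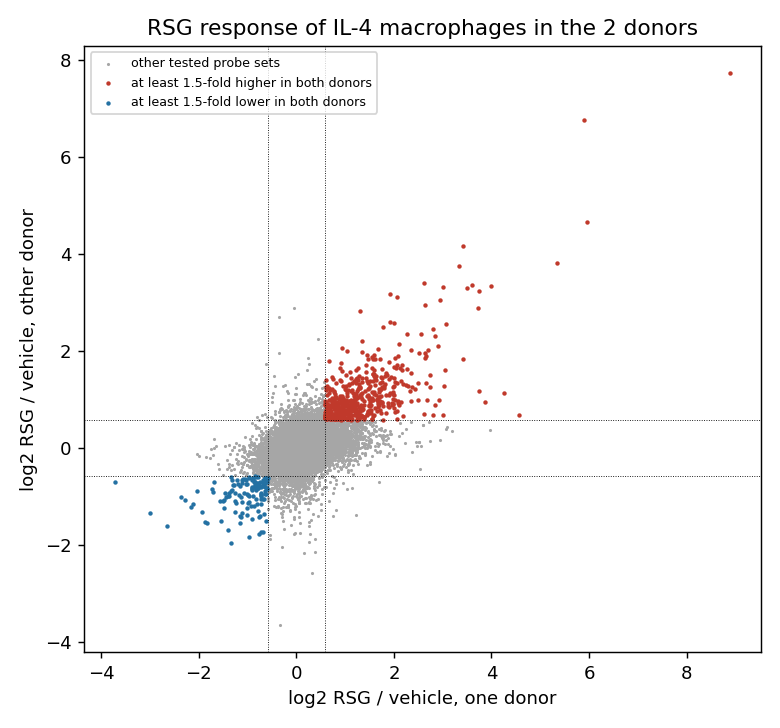
Log2 RSG over vehicle in one donor (x axis) and the other donor (y axis) for each tested probe set that may be shown, with dotted lines at 1.5-fold. Red points are higher and blue points lower in both donors, and the red group is the larger, as in the counts of 517 and 132.

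PPAR target genes rose as a group with RSG. Of 27 listed genes 21 were measured, and 18 were higher in both donors, with a median log2 change of 0.85 (camera, adjusted p = 4.28e-09; adjusted p = 0.906 with an estimated correlation and 0.302 with fry, so the call rests on the preset correlation). Adjusted over the list alone 12 rose, 0 fell and 9 did not pass, while 0 passed over all genes. FABP4, a fatty acid binding protein, had a log2 change of 5.46 ± 1.78 over its probe sets, PDK4, a kinase that inhibits pyruvate dehydrogenase, 4.16 ± 0.42, CD36, a scavenger and fatty acid receptor, 2.23 ± 0.06, and PLIN2, a lipid droplet coat protein, 1.79 ± 0.13 (SD, n = 2; limma, list-alone adjusted p = 0.020, 0.0030, 0.0024 and 0.0030). The more responsive FABP4 probe set lay at 0.01 to 0.02 in the vehicle arrays and at 1.98 to 9.84 in the RSG arrays, which allows only a bound of at least 230-fold after rounding, and the other had a log2 change of 2.62 ± 2.75. For PDK4 the most responsive probe set was at least 70.2-fold higher after rounding, and the least responsive had a log2 change of 0.82 ± 0.95. The PLIN2 probe sets disagreed, with log2 changes of 3.54 ± 0.30 and 0.03 ± 0.04, and those of CD36 ran from 0.04 ± 0.06 to 3.79 ± 0.54. SCD, the stearoyl-CoA desaturase, rose by 1.60 ± 0.03, with tested probe sets at 0.91 ± 0.46 and 2.29 ± 0.41. CPT1A, which commits fatty acids to mitochondrial oxidation, rose 1.68-fold, with probe sets from 0.10 ± 0.04 to 1.34 ± 0.34 on the log2 scale. ANGPTL4, a secreted lipase inhibitor, had a log2 change of 0.38 ± 0.47 on its 1 tested probe set and did not pass. Its other probe set was under the floor, with ratios of 0.69 to 0.79 in the vehicle arrays and 0.96 to 2.43 in the RSG arrays. NR1H3, the gene of LXRα, was under the floor and was not tested. The 3′ minus 5′ signal of the GAPDH and ACTB control probe sets, a sign of RNA integrity, was higher with RSG by 0.35 ± 0.37 on the log2 scale (SD, n = 2), by 0.09 in one donor and by 0.61 in the other. The PPAR target median was 1.03 in the donor with the smaller of these shifts and 0.69 in the other. Within the first repeat arrays it was 0.78 and within the second 0.85.

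**Figure D2:**
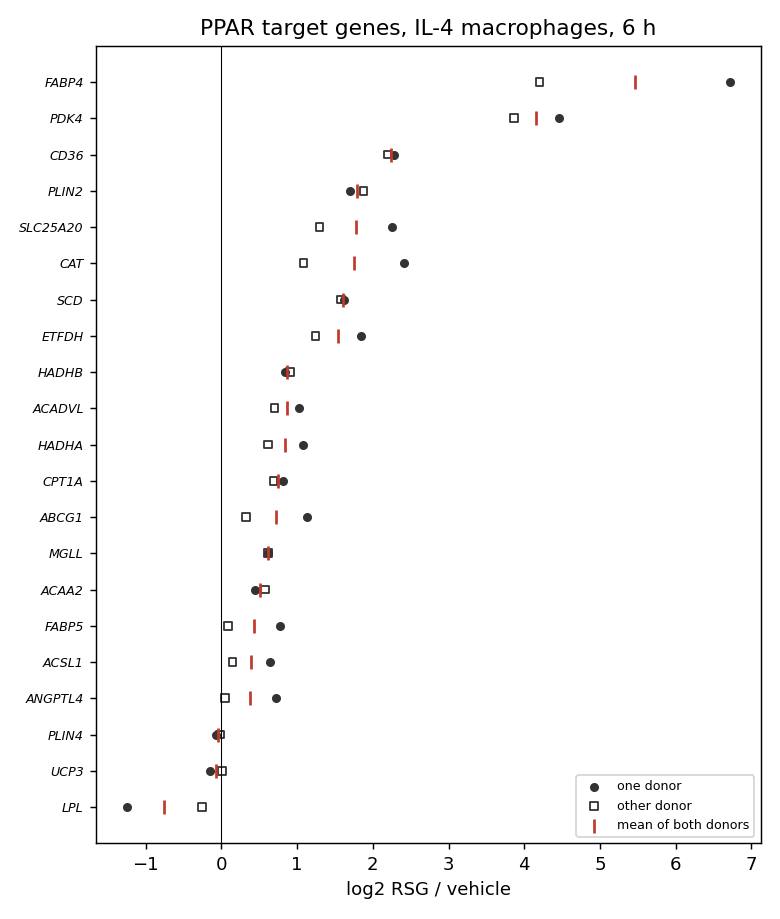
Log2 RSG over vehicle on the x axis for the 21 measured PPAR target genes, with a circle and a square for the donors and a red bar for their mean. FABP4 (5.46) and PDK4 (4.16) lie farthest to the right, and 18 of the genes lie above 0 in both donors.

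Genes of fatty acid oxidation rose in the same way. Of 19 measured genes, 15 were higher in both donors, with a median log2 change of 0.57 (camera, adjusted p = 1.98e-08; adjusted p = 0.906 with an estimated correlation and 0.302 with fry). Adjusted over the list alone 8 rose and 11 did not pass. Some of the 11 had an adjusted p under 0.05 and missed only the fold threshold. SLC25A20, the mitochondrial carnitine-acylcarnitine carrier, rose 3.42-fold, ETFDH, which passes electrons from fatty acid oxidation to the respiratory chain, 2.92-fold and DECR1, the dienoyl-CoA reductase, 2.78-fold. HADH, a hydroxyacyl-CoA dehydrogenase, had the largest log2 change of the list at 2.69 ± 2.20 but did not pass (SD, n = 2; limma, list-alone adjusted p = 0.107). This list shares 7 measured genes with the PPAR targets, and the 12 others had a median log2 change of 0.29 (camera, unadjusted p = 7.46e-05; p = 0.172 with an estimated correlation). The median was 0.80 in the donor with the smaller integrity shift and 0.61 in the other.

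Proinflammatory genes fell as a group. The median log2 change of the 24 measured genes was -0.18, and 16 were lower and 2 higher in both donors (camera, adjusted p = 1.30e-05; adjusted p = 0.906 with an estimated correlation and 0.302 with fry). No member passed, 0 adjusted over the list alone and 0 over all genes. The largest log2 changes were those of the chemokines CCL2 (-1.09 ± 0.31), CCL8 (-0.91 ± 0.51) and CXCL1 (-0.82 ± 0.46) and of TNF (-0.76 ± 0.36; SD, n = 2 for each). IL1B did not differ beyond its spread, with a log2 change of 0.03 ± 0.03. The median was -0.17 in the donor with the smaller integrity shift and -0.19 in the other, and -0.21 and -0.11 within the first and second repeat arrays.

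**Figure D3:**
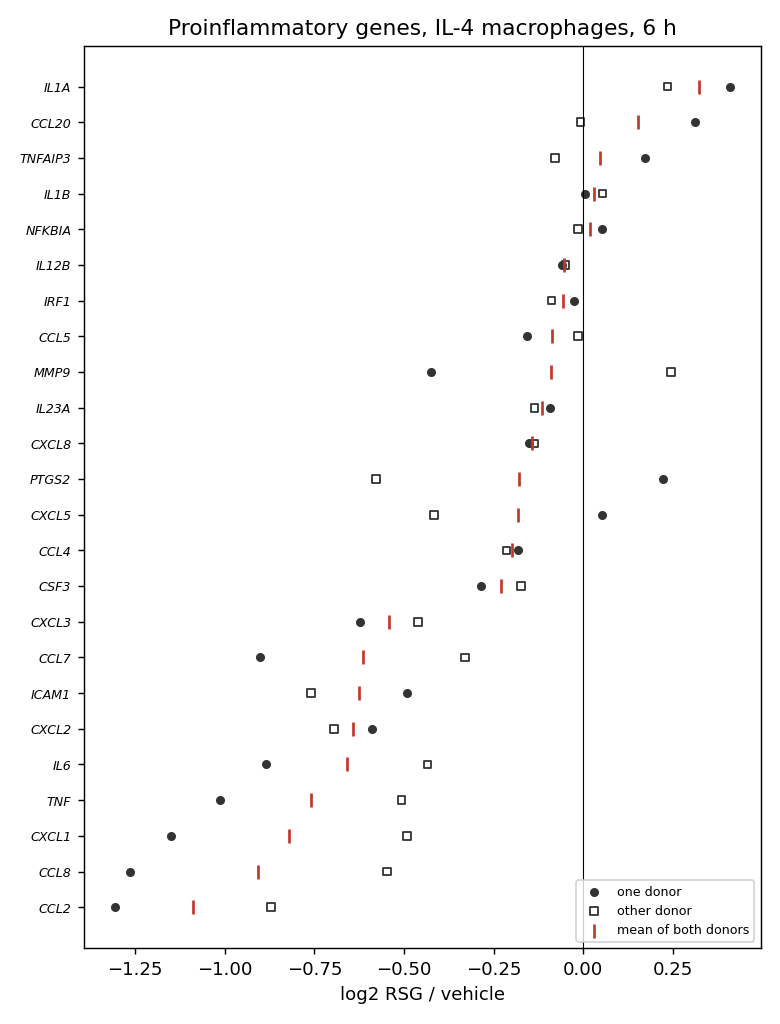
Log2 RSG over vehicle on the x axis for the 24 measured proinflammatory genes, with a circle and a square for the donors and a red bar for their mean. CCL2 (-1.09) lies farthest to the left, and most members lie within 1 log2 unit of 0.

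Alternative activation markers did not move one way. The 26 measured genes had a median log2 change of -0.08 and a mean of 0.03 (camera, direction down, adjusted p = 0.395). FCER2, the low-affinity IgE receptor CD23, was the only member that rose adjusted over the list alone, by 1.70 ± 0.09 on the log2 scale, 25 did not pass and none passed over all genes. CCL24, an eosinophil attractant, had a log2 change of -1.63 ± 0.69, CCL22 of 1.25 ± 0.65 and TGM2, tissue transglutaminase, of 1.09 ± 0.81. The TGM2 probe sets disagreed, with log2 changes from -0.03 ± 0.03 to 1.93 ± 0.11. MRC1, the mannose receptor CD206, was at 0.58 ± 0.02, just under 1.5-fold. CD209 was at -0.07 ± 0.17, CCL18 at 0.03 ± 0.01 and ALOX15, a lipoxygenase, at -0.13 ± 0.10. The receptor and its partners did not change detectably with 2 donors: PPARG was at -0.02 ± 0.36, RXRA at -0.20 ± 0.10 and STAT6 at -0.44 ± 0.66 (probe sets at -0.03 ± 0.03 and -0.84 ± 1.29), and the nuclear receptor and cofactor list, with PPARD at -0.37 ± 0.17, had a median of -0.00079 over 15 genes (camera, adjusted p = 0.929).

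Costimulatory molecules moved apart. Of 10 measured genes, CD86 rose by 1.44 ± 0.21 and CD80, named after its values were seen, by 0.66 ± 0.18, CD274, the inhibitory ligand PD-L1, fell by 1.09 on the log2 scale (SD 0.12, n = 2), and 7 did not pass adjusted over the list alone. Some of the 7 had an adjusted p under 0.05 and missed only the fold threshold. The list as such had a median of -0.17 (camera, adjusted p = 0.715).

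Other lipid lists held single genes that rose. In lipid droplet and storage, 3 of 18 measured genes rose adjusted over the list alone, PLIN2, the triglyceride synthesis enzyme DGAT2 (2.55-fold) and the lipase MGLL (1.53-fold), with a list median of -0.02 against a mean of 0.19 (camera, direction up, adjusted p = 0.837). SCD was the only one of 10 in fatty acid synthesis, where the median was 0.05 (adjusted p = 0.561) and FADS2 had a log2 change of 0.60 ± 0.32. LPCAT3, a phospholipid remodelling enzyme, was the only one of 8 in LXR and cholesterol efflux and rose 2.89-fold. APOC1 (1.34 ± 1.34), ABCG1 (0.73 ± 0.56; probe sets at 1.33 ± 1.14 and 0.13 ± 0.01) and ABCA1 (0.55 ± 0.65), the ABC proteins being cholesterol exporters, did not pass there, and the list median was 0.38 (adjusted p = 0.382). None of 12 genes of cholesterol synthesis and uptake passed; STARD4, a sterol carrier, had a log2 change of 1.43 ± 0.76, INSIG1 of -0.44 ± 0.20, and the list median was 0.06, or -0.014 after quantile normalization (adjusted p = 0.999).

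Small falls were seen in NRF2 and redox genes and in hypoxia and glycolysis genes. The NRF2 list had a median of -0.13 over 13 genes (camera, adjusted p = 0.038; adjusted p = 0.906 with an estimated correlation), no member passed, and OSGIN1 (-0.48 ± 0.29), the glutathione synthesis gene GCLC (-0.46 ± 0.03; probe sets from -1.04 ± 0.11 to -0.05 ± 0.16), ME1 (-0.44 ± 0.31) and the quinone reductase NQO1 (-0.43 ± 0.36) had the largest log2 changes. The hypoxia and glycolysis list had a median of -0.07 over 14 genes (camera, adjusted p = 0.023; adjusted p = 0.906 with an estimated correlation). Its only member to pass adjusted over the list alone went the other way: the hexokinase HK1 rose 2.30-fold. BNIP3 (-0.87 ± 0.29 as the mean of its probe sets), adrenomedullin, ADM (-0.47 ± 0.18), and the glycolytic regulator PFKFB3 (-0.41 ± 0.13) did not pass. Both list calls were lost without the donor block (adjusted p = 0.129 for each), and in the second repeat arrays alone (adjusted p = 0.320 and 0.106). Leaving out 1 of the RSG arrays ended both (adjusted p = 0.141 for NRF2 and 0.138 for hypoxia), and a different vehicle array ended each (0.095 for NRF2 and 0.075 for hypoxia). The NRF2 call was lost without a filter (adjusted p = 0.080), and the hypoxia call under a stricter filter by mean value (0.108), with the highest-mean probe set per gene (0.127) and with the test as first planned (0.131). By donor the NRF2 median was -0.23 with the smaller integrity shift and -0.05 with the larger, and the hypoxia median -0.07 and -0.14.

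The remaining lists were not called and no member of them passed. The median log2 change was -0.03 for 19 interferon response genes (adjusted p = 0.104), where OAS1 was at 1.15 ± 1.11 and OASL at 0.78 ± 0.46. It was -0.04 for 14 genes of CD1 and lysosomal lipid handling (adjusted p = 0.455), with the proteases CTSD at 0.57 ± 0.33 and CTSB at -0.52 ± 0.22, and 0.12 for 11 genes of retinoid metabolism (adjusted p = 0.837), with RDH10, a retinol dehydrogenase, at 0.99 ± 1.11 and RDH11 at 0.37 ± 0.27. It was -0.14 for 11 ER stress genes (adjusted p = 0.180), with DNAJB9 at 0.22 ± 0.35 and DDIT3 at -0.21 ± 0.15, and -0.02 for 9 cell cycle genes with a mean of 0.01 (adjusted p = 0.999), with MCM2 at -0.35 ± 0.29 and MCM5 at 0.33 ± 0.17.

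Markers of other blood cells gave no called shift. The median was 0.01, or -0.0038 after quantile normalization, for 8 T and NK cell markers (adjusted p = 0.999), with the IL-7 receptor IL7R at 1.52 ± 0.76, 0.0095, or -0.0068 after quantile normalization, for 5 B cell markers (adjusted p = 0.999) with CD79B at 0.16 ± 0.01, -0.01 for 5 neutrophil markers (mean 0.08; adjusted p = 0.715) with FCGR3B at 0.27 ± 0.04, and -0.05 for 2 erythroid markers (adjusted p = 0.697) with AHSP at -0.08 ± 0.16. GP1BA, the only platelet marker measured, was at -0.39 ± 0.40 (adjusted p = 0.395). For the studied lineage, the median was -0.18 for 6 monocyte markers (adjusted p = 0.172) with CD14 at 0.67 ± 0.35, 0.41 for 6 macrophage markers (adjusted p = 0.366) and 0.15 for 4 dendritic cell markers (adjusted p = 0.715) with the chemokine receptor CCR7 at 0.90 ± 0.58.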

Values the study reported

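In its arrays of human macrophages, which were treated for longer than those analysed here, the study reported that RSG induced 336 genes and repressed 274 in the presence of IL-4. Without IL-4 it reported 88 induced and 32 repressed genes.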

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

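A signal appeared in probe sets outside the tested set. Among 26319 probe sets under the floor of the deposited values, 4 were at least 1.5-fold higher with RSG in both donors and 2 were lower, against 0.07 and 0.02 for independent lists; 0 moved in opposite directions. The higher ones with a single gene were P2RY1, TFPI, a coagulation inhibitor, and the histone methyltransferase NSD2. P2RY1 and TFPI were also at least 1.5-fold higher in both donors by their tested probe sets, so they are not additional genes. The lower ones were the chemokine receptor CCR2 and CYB561. Signals this low give no exact fold, so none is printed. These genes were chosen after their values were seen, and no test was run on them.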

How the results depend on the processing

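The floor of 0.1, the models with the repeat number, the single repeats, the move of the planned filter, trend and probe set choice to alternatives, the count in both donors and the leave-one-donor values of lists were chosen after seeing the data. The counts of called probe sets were 0 up and 0 down in every fit on donor means, with or without the block, under each filter, scaling, fold threshold and left-out array, and they moved only when single arrays were the unit: 709 up and 192 down with the RNA sample as a random block, 599 and 171 with the repeat number as a further term, 513 and 117 as if independent, and 11 and 3 with the methods' t-test. These fits count repeat arrays of a donor as replicates. No paired call was lost, since none was made. Without the replicate block 665 probe sets had an unadjusted p under 0.05, with 0 calls up and 0 down.

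The counts in both donors were 287 higher and 63 lower with 1 probe set per gene, where fewer probe sets were tested. Donor agreement was r = 0.38 in the first repeat arrays, and 0.41 to 0.53 when each array was left out. The repeat SD was 0.16 once the shared shift was removed. The PPAR target call, at a median of 0.85, was lost with an estimated correlation (camera, adjusted p = 0.906) and with fry (adjusted p = 0.302). With 1 residual degree of freedom those versions could hardly separate the lists. The call held in the other 23 settings (camera, adjusted p = 1.61e-16 to 6.21e-07), with medians of 0.69 to 1.03 when a donor was left out. The fatty acid oxidation and proinflammatory calls behaved likewise, whereas NRF2 and redox passed in 18 of 23 and hypoxia and glycolysis in 16 of 23 (highest adjusted p = 0.320 and 0.138), interferon response in 3 and platelet markers in 1. All 23 settings used the same donors and the preset correlation, so they are not independent tests. Some of them filtered or picked probe sets by the mean ratio, which is no measure of brightness. A high mean over a median near 1 can reflect the response to RSG itself, so these settings are no separate check. Without 1 array the NRF2 call was lost for 1 vehicle and 1 RSG array (adjusted p = 0.095 and 0.141) and the hypoxia call for another vehicle array and the same RSG array (0.075 and 0.138). Of 95 named genes, 43 were called up and 19 down on the 8 single arrays. Over all 28225 tested probe sets that fit called 709 up and 192 down. Most of the named genes had been picked by their changes on these same arrays, so a high share was fixed in advance and is no support.

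Some signs turned, and the cause was not tested. Without a filter, the median was 0.0062 for costimulation, -0.0081 for retinoid metabolism, 0.011 for cell cycle, -0.0047 for T and NK cell markers and -0.0054 for dendritic cell markers. In a stricter filter by mean value it was 0.015 for cell cycle, -0.053 for T and NK cell markers and 0.18 for neutrophil markers. With quantile normalization it was -0.014 for cholesterol synthesis and uptake, -0.0038 for T and NK cell markers and -0.0068 for B cell markers. In the first repeat arrays it was -0.023 for fatty acid synthesis, 0.00045 for cell cycle and -0.022 for B cell markers, and CCL18 was at -0.058 and IL1B at -0.077. In the second it was 0.077 for lipid droplet and storage, 0.0057 for alternative activation, 0.033 for CD1 and lysosomal lipid handling, 0.043 for nuclear receptors and cofactors, -0.034 for T and NK cell markers and 0.095 for erythroid markers, with PPARG at 0.043 and AHSP at 0.15. With fewer than 4 arrays in a group the lone repeat is assumed to vary like the others. Leaving out each array or each donor in turn gave log2 changes, medians in the case of lists, of -0.039 to 0.050 for lipid droplet and storage, -0.040 to 0.091 for CCL18, -0.029 to 0.00087 for cell cycle, -0.068 to 0.074 for nuclear receptors and cofactors, -0.27 to 0.23 for PPARG, -0.0061 to 0.065 for IL1B, -0.0098 to 0.11 for fatty acid synthesis, -0.0077 to 0.041 for B cell markers, -0.14 to 0.0046 for interferon response, -0.034 to 0.067 for T and NK cell markers, -0.11 to 0.0059 for erythroid markers, -0.21 to 0.051 for AHSP, -0.022 to 0.038 for neutrophil markers, -0.090 to 0.027 for CD1 and lysosomal lipid handling, -0.00014 to 0.15 for retinoid metabolism, -0.90 to 0.030 for STAT6, -0.025 to 0.46 for DNAJB9, -0.19 to 0.054 for CD209, -0.023 to 0.12 for cholesterol synthesis and uptake and -0.12 to 0.0017 for alternative activation.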

Other observations

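The genes in this and the next paragraph, and the test of RNA integrity, were chosen after their values were seen. At least 1.5-fold in both donors, 215 genes were higher and 53 lower with RSG, against 18.4 and 2.38 for independent lists, and 2 went in opposite directions. Among the higher ones outside the fixed lists were the efflux transporter ABCG2 (log2 change 4.57 ± 1.08), TMEM135 (3.66 ± 0.47), the B7 family member HHLA2 (3.49 ± 0.36), the cholesterol ester hydrolase NCEH1 (2.28 ± 0.54), and genes of peroxisomes and mitochondria: ECH1 (1.94 ± 0.32), PHYH (1.54 ± 0.85), PEX19 (1.20 ± 0.0023) and TOMM70 (1.08 ± 0.01; SD, n = 2 for each). None passed limma's adjusted p over all genes.

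Among the lower ones were the metalloreductase STEAP4 (-1.91 ± 0.80), HAMP, the iron hormone hepcidin (-1.36 ± 0.19), the circadian repressor BHLHE40 (-1.26 ± 0.06), ENPP2, which makes lysophosphatidic acid (-1.25 ± 0.06), INHBA (probe sets from -1.69 ± 0.19 to 0.04 ± 0.01), IL10 (-1.02 ± 0.50), and the pantetheinases VNN1 (-0.91 ± 0.14) and VNN2 (-0.62 ± 0.01). None of these passed over all genes either.

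At the study's thresholds, 0 genes passed here on donor means at 6 h. The fit also called 0% of simulated log2 changes of 3, at a simulated spread wider than the measured one. The count of 0 genes cannot be set against those quoted from the study above, which came from a longer treatment and other replicates.

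More probe sets were higher than lower in both donors, 79.7% of 517 and 132. Quantile normalization lowered the share to 72.8%, with 429 higher and 160 lower, which argues against scaling between arrays as the whole cause. Rounding of small values cannot account for it, since 8 tested probe sets held a value under 0.1, and a floor there left 79.6% higher. A response to RSG that is mostly an increase stays open as a hypothesis, and leaving out each array gave 68.9% to 88.6% higher.

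RNA integrity was considered as a cause of the rise of PPAR targets, since the 3′ minus 5′ signal was higher in the RSG samples. In the donor with the smaller shift, 0.14 times that of the other, the PPAR target median was 1.496 times that of the other donor. Integrity as the whole cause would give the smaller median to the donor with the smaller shift. The larger median was seen there. With 1 donor on each side this ratio has no spread, so the test cannot decide whether integrity was a cause. An effect of integrity, whole or partial, cannot be told apart from an effect of RSG itself.

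After PEX19, PEX11A, TOMM5 and TOMM70 had been seen, 2 hypotheses were tested on the other members of their families. The 11 other genes with a PEX symbol, most of which build peroxisomes, had a median log2 change of 0.02 (camera, unadjusted p = 0.374). The 18 other TOMM and TIMM genes, which import proteins into mitochondria, had a median of 0.08, with 10 higher and 4 lower in both donors (camera, unadjusted p = 0.0495; adjusted over the families p = 0.099; p = 0.280 with an estimated correlation). A rise of the import genes may be present, but it did not pass the correction for the pair of families.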
